A study of Mus musculus with 18 samples.

How the data were processed

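RNA was measured in 18 cultures of MPC3, a mouse prostate cancer cell line. The cultures fall into 3 groups of 6: a control group, and a group for each of 2 short hairpin RNAs against Rnf185, called shRNF185.1 and shRNF185.3 in the labels. The titles of the control samples read plko, and they do not say whether those cultures carry a hairpin. A short hairpin RNA is expressed from a vector and lowers the messenger RNA it matches. Per the labels' protocols, polyadenylated RNA was selected from purified RNA, strand-specific libraries were made with a NEBNext directional kit, and single-end reads of 75 bases were sequenced on an Illumina NextSeq instrument. The labels number the cultures of each group from 1 to 6 and place numbers 1 and 2 in batch 1, numbers 3 and 4 in batch 2, and numbers 5 and 6 in batch 3. Each batch therefore holds 2 libraries of every group.

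The authors deposited a table of counts and a table of library-scaled values (CPM), both named for ComBat-Seq, a batch adjustment for count data. The aligner, the counting tool, the genome build, the gene annotation and the statistical test are not stated in the labels or in the headers, and neither is whether the batch adjustment was told the group of each library. The deposited count table holds 47643 genes by Ensembl identifier. The values the authors deposited there, adjusted by ComBat-Seq per the labels, were handled by the rules for expected counts and not for whole-number counts, because 0.466% of them (3998 values in 1823 genes) are not whole. They were rounded to whole numbers before any count test. The design fixed before the data were examined had assumed whole counts, and the test was kept as written. The deposited CPM are a normalised signal and not plain shares of a library, because their sum differs between libraries, from 969986 to 1026394. Each column equals the deposited counts divided by an effective library size computed by the trimmed mean of M values (TMM), within a relative difference of 1.8e-11. That table holds the 15386 genes with a summed count of at least 90. Gene symbols came from a table of Ensembl identifiers, which matched 99.1% of all identifiers and 99.7% of those tested. Positions are those of GENCODE M21 on GRCm38, matched by identifier, since the build behind the deposited tables is not stated. All per-sample columns matched a sample by name.

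Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10, which left 14309, and these held a median of 99.9% of a library's counts. Libraries were scaled by TMM, and a model with a mean per group and no covariate was fitted to all 18 libraries, so that the 3 groups share an estimate of the spread. Contrasts were tested with the quasi-likelihood F test, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called at an adjusted p under 0.05. Standard errors of log2 fold changes were computed from the fold change and the F statistic. The contrasts were each hairpin against control, the mean of both hairpins against control, and shRNF185.3 against shRNF185.1. Values per library are the deposited CPM, given as mean ± SD over 6 libraries.

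Gene sets were tested with cameraPR of limma 3.58.1 on the signed z value of each gene's p-value, two-sided, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 6 tests of 3 sets and 2 hairpins. That correlation was preset and not estimated from these libraries. A set whose genes vary together more than this gets p-values that are too small. The sets were all genes with a collagen chain symbol, 26 genes of the unfolded protein response and 24 interferon-stimulated genes, and they were fixed before the data were examined. Set scores per library are the mean log2 CPM of the set's genes minus their control mean, with edgeR's prior count of 2.

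The genes named individually followed a rule that was also fixed before the data were examined. Rnf185 and Col3a1 are named because the series title names them. The 4 genes that rose most and the 4 that fell most with both hairpins are named, ranked by the smaller of their 2 fold changes, among genes called with both hairpins, with a mean count of at least 50 and the same direction in each of the 3 batches. The 2 genes highest and the 2 lowest in shRNF185.3 against shRNF185.1 are named by the same count minimum. A gene named outside this rule is said to be chosen after its values were seen.

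Totals ranged from 22027395 to 43379662 counts per library. A floor of 3 counts corresponds to between 0.0692 and 0.136 CPM, which covers counting error only, since the reads carry no molecular identifiers. Libraries of the same group were compared in pairs by a chi-square of their counts per gene, over genes with a summed count of at least 20. The 45 pairs gave 7.66 to 86.0 per gene, so no pair looked like a library entered in duplicate.

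Because the groups share replicate numbers in the labels, every test was also run with the replicate number as a block. Whether the numbers pair the libraries was checked by correlating deviations from the group means over 9671 genes with a mean log2 CPM of at least 3. This check has a limit, because batch means of the adjusted counts are nearly equal, which pushes the deviations of libraries in the same batch into opposition. A correlation near 0 between same-numbered libraries therefore does not exclude pairing. Libraries with the other number of the same batch are under the same push, and gave -0.434 against -0.0144 for the same number. By that comparison same-numbered libraries were the more alike.

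The alternatives tried were DESeq2's size factors and library size alone in place of TMM, DESeq2 1.42.0 and limma-voom in place of edgeR, limma on log2 of the deposited CPM plus a pseudocount of 1 or 0.1, no filter beyond 1 count, a mean CPM of at least 2, a batch covariate, the replicate block, only the groups compared, the hairpin libraries as a single group of 12, each batch left out, and a minimum absolute log2 fold change of 1. Added after the data were seen were the summed libraries of each group and batch, an offset for each library's trend on GC content and exonic length (splines with 5 degrees of freedom), and that offset with the replicate block. GC content and length were known for 99.7% of the genes tested.

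The steps were tested on simulated data with 14180 genes in the step, drawn from the real means and library sizes with 200 changed genes. The edgeR test called 97.5% of the changed genes, and 3.47% of its calls were false. DESeq2 gave 12.9% false calls on the same data. Of 1000 random gene sets, 2.3% had a p-value under 0.05. Simulated genes and libraries were drawn independently, without batches, batch adjustment or any likeness between replicate numbers. The simulated changes were larger than the median absolute log2 fold change of genes called with shRNF185.1, 0.369. These rates therefore describe the simulation and may not hold for the real libraries. Reads shared between genes were assessed by the share of 75-base windows of a gene's transcripts found in transcripts of other genes. The reads themselves were not used here.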

Results

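The data comprised 18 polyadenylated RNA libraries from MPC3 mouse prostate cancer cells, with 6 control libraries, 6 with hairpin shRNF185.1 and 6 with hairpin shRNF185.3. The series compares knockdown of Rnf185, which encodes a membrane-bound ubiquitin ligase of the endoplasmic reticulum, with control, and its title concerns expression of the collagen gene Col3a1, cell migration and metastatic potential. Total counts per library ranged from 22027395 to 43379662. In units of M counts they averaged 31.3 ± 6.54 in the control group, 27.0 ± 2.93 with shRNF185.1 and 26.3 ± 3.61 with shRNF185.3 (SD, n = 6 each). The differences in depth were within the spread between replicates: the two-sided exact permutation p-values were 0.156 for shRNF185.1 against control, 0.119 for shRNF185.3 against control and 0.738 between the hairpins, or 0.234, 0.234 and 0.738 after Benjamini-Hochberg adjustment over these 3 comparisons.

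The targeted gene was examined first, to see whether each library carried the knockdown its label gives. Rnf185 (ENSMUSG00000020448) lies on chromosome 11 from 3415982 to 3452363 on the minus strand of GRCm38 in GENCODE M21, has 2906 exonic bases, and overlaps the exons of 0 other genes. Its level was 35.9 ± 1.96 CPM in control, 5.81 ± 0.582 CPM with shRNF185.1 and 5.80 ± 0.546 CPM with shRNF185.3 (SD, n = 6 each). The control libraries held 930 to 1597 Rnf185 counts, and the hairpin libraries 133 to 176. Every hairpin library lay below the lowest control library, so no hairpin library was exchanged with a control. The check cannot detect an exchange between the hairpins, whose Rnf185 levels were nearly equal. The log2 fold change was -2.63 with each hairpin, with a standard error of 0.07 in both cases and edgeR adjusted p-values of 9.3e-15 and 1.91e-14. This left 16.2% of the control level. Within batches 1, 2 and 3 the log2 difference from control was -2.60, -2.74 and -2.52 with shRNF185.1 and -2.43, -2.82 and -2.60 with shRNF185.3. The hairpins did not differ from each other in Rnf185 (adjusted p 0.997). With the replicate number as a block the log2 fold changes were -2.63 and -2.63, with adjusted p-values of 7.72e-11 and 1.6e-10, while same-numbered libraries of different groups showed a mean correlation of -0.0144 in their deviations from the group means over 18 pairs. The alternative that moved these values most was limma on log2 of the deposited CPM plus 1, which gave -2.44 and -2.44. None of the 2977 windows of 75 bases in Rnf185 transcripts occurred in another gene's transcripts (0%).

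**Figure D1:**
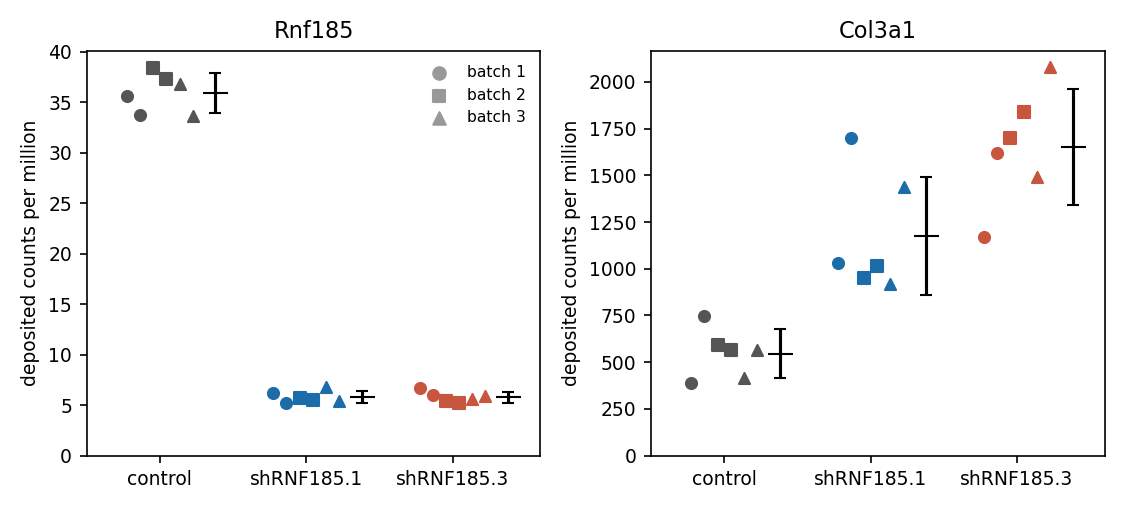
Deposited CPM (linear axes from 0) of Rnf185 and Col3a1 in each library, by group, with the marker shape giving the batch, and the group mean with its SD (n = 6) as a black bar to the right. Rnf185 ranged from 33.6 to 38.4 CPM in control and was at most 6.80 CPM in the hairpin libraries, while Col3a1 was at most 745 CPM in control and at least 919 CPM in the hairpin libraries.

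Col3a1, the gene in the title, was then compared. Col3a1 (ENSMUSG00000026043) lies on chromosome 1 from 45311538 to 45349706 on the plus strand and has 9816 exonic bases. Only 0.672% of its 75-base windows occur in another gene, Gm47302, which overlaps 1.44% of its exonic length on the same strand. Its level was 545 ± 130 CPM in control, 1175 ± 318 CPM with shRNF185.1 and 1650 ± 309 CPM with shRNF185.3 (SD, n = 6 each). All 6 libraries of each hairpin lay above the highest control library. The log2 fold change was 1.11 (SE 0.18, edgeR adjusted p 0.000117) with shRNF185.1 and 1.60 (SE 0.18, adjusted p 2.48e-06) with shRNF185.3. Within batches 1, 2 and 3 the log2 differences were 1.30, 0.76 and 1.25 with shRNF185.1 and 1.36, 1.61 and 1.87 with shRNF185.3. With the replicate number as a block the values were 1.11 (adjusted p 1.5e-05) and 1.62 (adjusted p 6.95e-07), against the mean correlation of same-numbered libraries of -0.0144. The difference between the hairpins, 0.49 on the log2 scale, did not reach the threshold (adjusted p 0.0688). It did so with the replicate block, at 0.51 (adjusted p 0.00931), with DESeq2 (adjusted p 0.0334) without batch 1, at 0.72 (adjusted p 0.0191), and with the replicate block and the GC and length offset, chosen after seeing the data, at 0.51 (adjusted p 0.00522). Without batch 2 it was 0.32 (adjusted p 0.445).

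Genes differing across the transcriptome were counted next. With shRNF185.1, 4141 of 14309 genes (28.9%) differed from control, 2095 higher and 2046 lower. With shRNF185.3, 3906 genes (27.3%) differed, 2025 higher and 1881 lower. The mean of both hairpins differed from control in 4701 genes, 2299 higher and 2402 lower. With an absolute log2 fold change of at least 1 as well, the counts were 527, 561 and 503. Leaving out batch 1 lowered the counts most among the alternatives with the same threshold, to 2207, 2120 and 2672. The split between higher and lower depended on the scaling, on the correction for GC content and exonic length, and on the batches included. With library size alone 56.8% of the genes called with shRNF185.1, 57.3% of those called with shRNF185.3 and 55.1% of those for the mean of both hairpins were higher, in place of 50.6%, 51.8% and 48.9%. With the GC and length offset 43.8% of the genes called with shRNF185.1 were higher, 36.9% with shRNF185.3 and 37.9% for the mean of both hairpins. Without batch 1 these shares were 53.5%, 59.7% and 52.9%. They were 50.2%, 51.9% and 48.6% without batch 2, and 50.3%, 53.7% and 49.8% without batch 3. With the replicate number as a block the counts were 3811, 3578 and 4304, of which 3644, 3398 and 4144 were also called without it. The mean correlation of same-numbered libraries was -0.0144, that of libraries with the other number of the same batch -0.434 (18 pairs) and that of libraries from other batches 0.111 (72 pairs). Within a batch, same-numbered libraries were thus closer to each other than to the other number, so the value of -0.0144 does not exclude that the numbers pair the libraries. Within a group, libraries of the same batch correlated at -0.00475 (9 pairs) and those of other batches at -0.243 (36 pairs). The libraries of a group and batch were thus more alike than others of their group, and may not be independent.

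Genes that changed with both hairpins numbered 2306 in the same direction, 1286 higher and 1020 lower, and 71 in opposite directions. With library size alone 62.95% of the shared genes were higher, and with the GC and length offset 42.2%, in place of 55.8%. Of the 2306 genes, 2051 (88.9%) had that direction in every batch with both hairpins. With the replicate block, whose check gave -0.0144, 2086 genes were shared. Fitted within single batches of 2 libraries per group, the shared genes numbered 324 in batch 1, 745 in batch 2 and 1502 in batch 3. The hairpins' log2 fold changes correlated across genes at a Pearson r of 0.604 (SD 0.0358 over 8 ways of giving each hairpin its own controls). Genes are not independent replicates, and this r describes the libraries only. With the same controls for both hairpins r was 0.753.

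**Figure D2:**
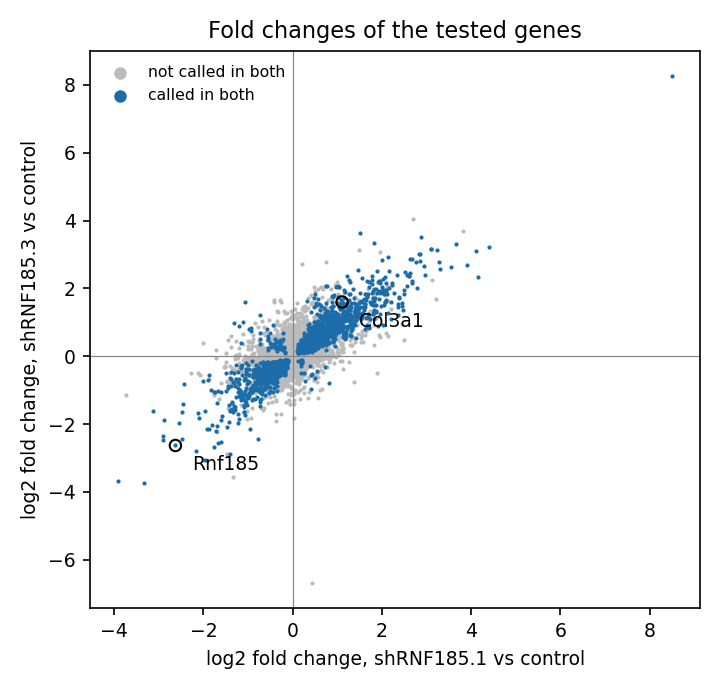
Log2 fold change against control with shRNF185.1 (horizontal axis) and with shRNF185.3 (vertical axis) for the 14309 genes tested, with the genes called with both hairpins in blue and Rnf185 and Col3a1 circled. Of the genes called with both, 2306 lie in the quadrants of equal direction and 71 in the others, and the gene at the upper right is Hist1h2ai, with a count of 0 in all 6 control libraries.

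Among the genes that rose most with both hairpins, Tmem119 (ENSMUSG00000054675) rose from 2.22 ± 0.777 CPM in control to between 13.1 and 25.4 CPM with shRNF185.1 and between 11.6 and 21.6 CPM with shRNF185.3, with log2 fold changes of 2.85 (SE 0.22, adjusted p 2.97e-08) and 3.02 (SE 0.22, adjusted p 1.93e-08). Enpep (ENSMUSG00000028024), Slfn2 (ENSMUSG00000072620) and Agt (ENSMUSG00000031980) were at 0.712 ± 0.238, 0.532 ± 0.334 and 0.542 ± 0.323 CPM in control. Their log2 fold changes were 2.83, 2.85 and 2.76 with shRNF185.1 and 3.02, 2.81 and 2.79 with shRNF185.3, with standard errors of 0.30 to 0.45 and adjusted p-values of at most 0.000142. All 6 libraries of each hairpin lay above the highest control for each of these 4 genes. For Agt with shRNF185.1 the margin was within counting error. Its lowest library was at 0.969 CPM (25 counts) and the highest control at 0.963 CPM (29 counts). For Slfn2, 1.7% of the 75-base windows are shared with its paralog Slfn4.

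Among the genes that fell most apart from Rnf185, Perp (ENSMUSG00000019851) fell from 22.7 ± 5.89 CPM to 4.05 ± 1.25 and 4.21 ± 0.812 CPM, with log2 fold changes of -2.49 (SE 0.19, adjusted p 2.46e-08) and -2.43 (SE 0.19, adjusted p 4e-08). Npnt (ENSMUSG00000040998) fell from 40.5 ± 10.5 CPM to 6.92 ± 1.47 and 10.3 ± 1.87 CPM, with log2 fold changes of -2.55 (SE 0.17, adjusted p 6.14e-09) and -1.98 (SE 0.17, adjusted p 9.91e-08). Vnn1 (ENSMUSG00000037440) fell from 22.6 ± 12.4 CPM to 5.04 ± 2.26 and 3.25 ± 1.35 CPM, with log2 fold changes of -2.16 (SE 0.39, adjusted p 0.000313) and -2.81 (SE 0.40, adjusted p 3.94e-05). The Vnn1 change in batch 3 was -0.58 and -1.10, smaller than in batch 1, at -2.47 and -2.91, and batch 2, at -3.04 and -3.91. For Perp and Npnt all 6 libraries of each hairpin lay below the lowest control. For Vnn1 all 6 did so with shRNF185.3 and 4 of 6 with shRNF185.1.

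The hairpins were then compared with each other, to see which genes differed between them. Directly tested, 2098 genes (14.7%) differed, 1105 higher and 993 lower with shRNF185.3, or 182 with an absolute log2 fold change of at least 1. With the GC and length offset 42.6% of the calls were higher, in place of 52.7%. The share was 62.4% without batch 1, 52.0% without batch 2 and 53.5% without batch 3. With the replicate block, whose check gave -0.0144, 1976 genes differed. Of the 3293 genes called with 1 hairpin and not the other, 1372 (41.7%) differed between the hairpins. Peg10 (ENSMUSG00000092035) was at 86.9 ± 13.7 CPM in control, 52.3 ± 5.84 CPM with shRNF185.1 and 203 ± 32.4 CPM with shRNF185.3, a log2 difference between the hairpins of 1.96 (SE 0.12, adjusted p 1.43e-09). Il1rl1 (ENSMUSG00000026069) was at 34.8 ± 10.2, 61.5 ± 14.3 and 20.1 ± 3.83 CPM, a log2 difference of -1.61 (SE 0.18, adjusted p 6.1e-06). Rab27a (ENSMUSG00000032202) was at 3.54 ± 0.611, 2.74 ± 0.619 and 0.937 ± 0.167 CPM, a log2 difference of -1.55 (SE 0.18, adjusted p 6.1e-06). Gm10718 (ENSMUSG00000095186) was at 2.75 ± 1.57, 1.10 ± 0.374 and 5.38 ± 1.89 CPM, a log2 difference of 2.29 (SE 0.35, adjusted p 0.000167). The value of Gm10718 is uncertain, because 52.4% of its 75-base windows occur in 9 other genes. Npnt fell less with shRNF185.3 than with shRNF185.1 by a log2 difference of 0.57 (adjusted p 0.0337), a call that was lost with limma-voom (adjusted p 0.0807), with the batch covariate (0.0563), without batch 1 (0.227), without batch 2 (0.0552) and with summed libraries (0.105).

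Gene sets were tested because the title names a collagen, because Rnf185 acts at the endoplasmic reticulum, and because hairpin vectors can induce interferon-stimulated genes. Of 44 collagen genes 29 were tested. With shRNF185.1 the set rose by a mean log2 fold change of 0.35 (adjusted p 0.00121), with 20 genes higher, and 14 genes called higher and 5 lower. With shRNF185.3 it rose by 0.82 (adjusted p 8.2e-14), with 29 genes higher and 22 called higher. Adjusted over the list alone, 16 were called higher and 5 lower with shRNF185.1, and 23 higher with shRNF185.3. The genes called lower with shRNF185.1, chosen after their values were seen, were Col1a2, Col2a1, Col7a1, Col18a1 and Col22a1, and all 5 were also called lower with library size alone, with DESeq2's size factors and with the GC and length offset. With that offset 28 of the 29 genes were higher with shRNF185.3, and 29 with the other scalings. The set score was 0.34 ± 0.13 and 0.81 ± 0.11 (SD, n = 6 each), against an SD of 0.15 in control, and within batches 1, 2 and 3 the difference from control was 0.45, 0.04 and 0.54 with shRNF185.1 and 0.77, 0.64 and 1.01 with shRNF185.3. The hairpins differed by 0.47 (adjusted p 3.59e-07 over 3 tests). With the replicate block, whose check gave -0.0144, the mean changes were 0.35 (adjusted p 0.00041) and 0.82 (adjusted p 1.89e-15). Without any filter beyond 1 count the mean change with shRNF185.1 was 0.18, its lowest value.

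Unfolded protein response genes did not change as a set. The 25 genes tested changed by a mean log2 fold change of 0.05 (adjusted p 0.243) with shRNF185.1 and 0.09 (adjusted p 0.174) with shRNF185.3, and 2 genes were called higher with each hairpin. Herpud1, chosen after its values were seen, was called with both, at 0.52 (edgeR adjusted p 4.05e-05) and 0.71 (edgeR adjusted p 1.26e-06). The other calls were Sel1l with shRNF185.1 and Sesn2 with shRNF185.3. Adjusted over the list alone, 1 and 2 genes were called. With the replicate block, whose check gave -0.0144, the values were 0.04 (adjusted p 0.23) and 0.09 (adjusted p 0.208). The direction was not stable between batches: the score differences were 0.14, -0.25 and 0.26 with shRNF185.1 and 0.04, -0.12 and 0.37 with shRNF185.3. Without batch 2 the set passed the threshold, at 0.20 (adjusted p 0.00348) and 0.20 (adjusted p 0.00894).

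Interferon-stimulated genes rose with both hairpins. All 24 genes were higher, also with library size alone and with the GC and length offset, by a mean log2 fold change of 1.89 (adjusted p 1.52e-14) with shRNF185.1 and 1.75 (adjusted p 6.16e-14) with shRNF185.3, and 20 and 21 of them were called, or 21 and 22 when adjusted over the list alone. The set scores were 1.90 ± 0.43 and 1.72 ± 0.50 (SD, n = 6 each), and all 6 libraries of each hairpin exceeded the highest control library, at 0.70. Control libraries varied, with an SD of 0.68 and a lowest score of -1.27 in replicate 6. The genes of this set thus varied together between control libraries. The set p-values assume an inter-gene correlation of only 0.01 and are probably too small. The difference from control in batches 1, 2 and 3 was 2.08, 0.91 and 2.71 with shRNF185.1 and 1.25, 0.93 and 2.997 with shRNF185.3. The hairpins did not differ in this set (mean difference -0.14, adjusted p 0.173). With the replicate block, whose check gave -0.0144, the mean changes were 1.88 (adjusted p 2.43e-13) and 1.70 (adjusted p 1.27e-12).

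**Figure D3:**
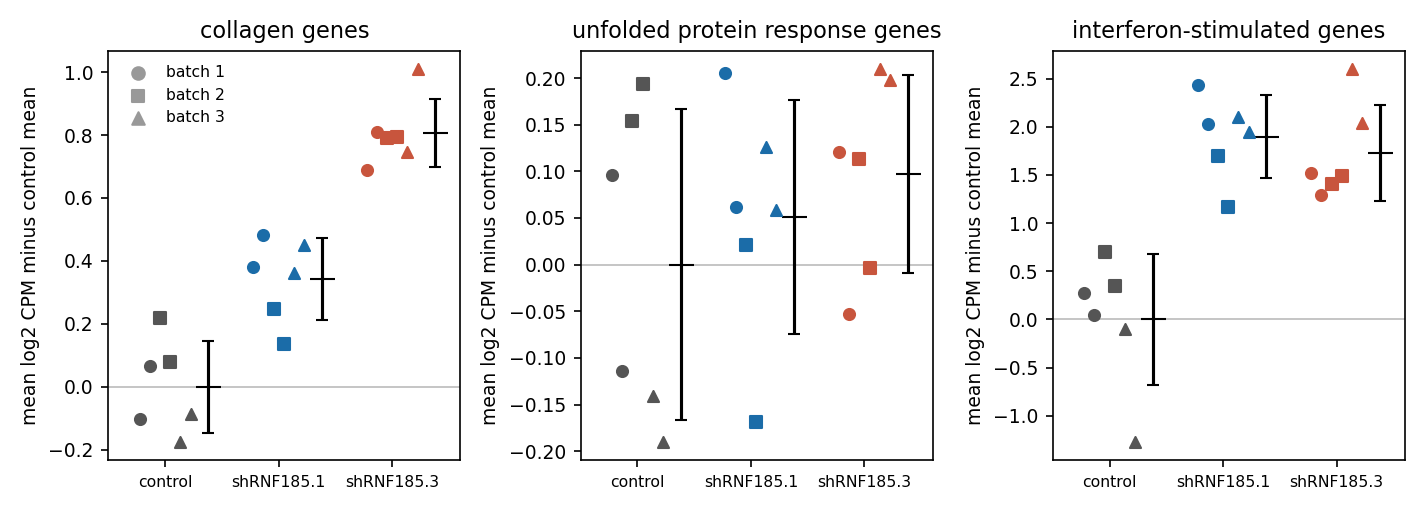
Mean log2 CPM of each gene set minus its control mean in each library, by group, with the marker shape giving the batch, and the group mean with its SD (n = 6) as a black bar; the vertical scales differ between panels. The interferon-stimulated score is at most 0.70 in control and at least 1.17 in the hairpin libraries, the collagen score of shRNF185.3 is at least 0.69 against at most 0.22 in control, and the unfolded protein response scores overlap between groups.

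Libraries within a group also differed in ways that the group does not explain. The first principal component of the deviations from the group means held 44.3% of their variance. On it control and shRNF185.1 lay opposite in batch 2 (-15.6 and -15.1 against 9.94 and 18.5). In batch 3 the order was reversed (10.7 and 19.2 against -15.0 and -0.193). Batch 1 showed no such opposition (-4.82 and 5.75 against -11.8 and -1.35). Nearly equal batch means push groups of a batch into opposition, so the adjustment may contribute. The second component held 18.2% and separated odd from even replicate numbers, with all 9 odd-numbered libraries below 0 and all 9 even-numbered libraries above 0.

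**Figure D4:**
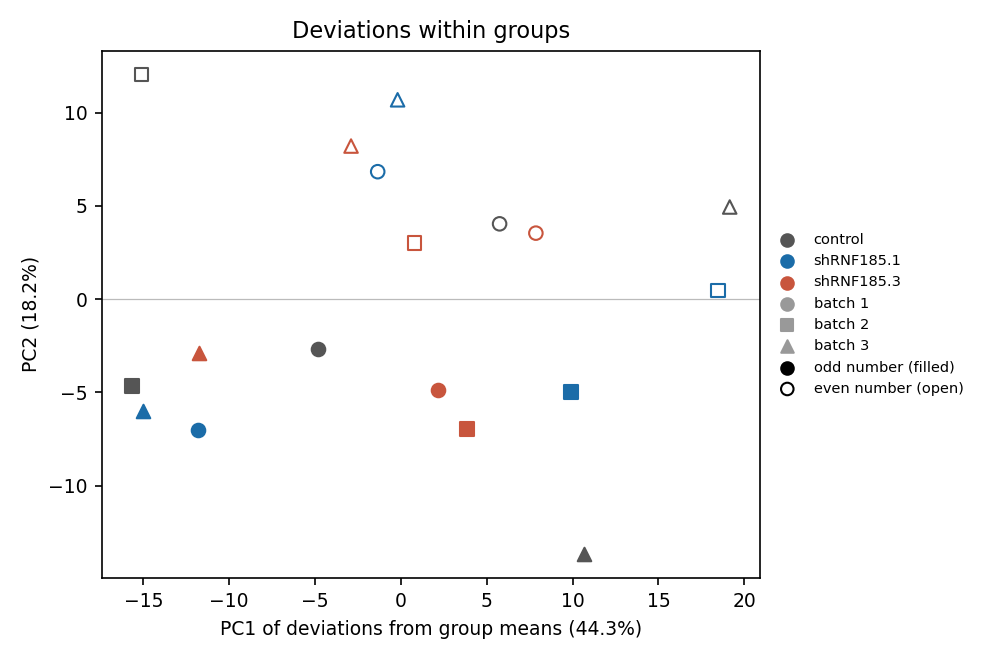
First and second principal components (arbitrary units) of the log2 CPM deviations of the 18 libraries from their group means, with colour for the group, marker shape for the batch, and filled or open markers for odd or even replicate numbers. The second component, with 18.2% of the variance, is negative in the 9 odd-numbered and positive in the 9 even-numbered libraries.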

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

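In this part, the tests of GC content, of library depth, and of other splits of the samples behind the counts of genes in the comparisons of groups were fixed before their results were seen, as was the GC test of the batch difference. The other tests were chosen only after the pattern was seen. Results are listed because a library lay far from the others of its group, or because a test found an effect to differ between hairpins or batches.

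Among 51 groups of 6 values (library totals, named genes and set scores), 4 held a library whose gap to its nearest neighbour was too large by Dixon's criterion, where chance gives 2.55. Tmem119 was at 4.67 log2 CPM in shRNF185.1 replicate 6, with the next library at 3.96. Gm10718 was at 1.11 log2 CPM in shRNF185.3 replicate 5, with the next at 2.31. Rab27a was at 0.73 log2 CPM in shRNF185.1 replicate 5, with the next at 1.37. The collagen score was 1.01 in shRNF185.3 replicate 6, with the next at 0.81. The number is close to what chance gives, and no explanation was tested for these libraries.

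The hairpins differed in 5 of the named genes by a direct test. The log2 difference of shRNF185.3 against shRNF185.1 was 0.57 for Npnt, 2.29 for Gm10718, 1.96 for Peg10, -1.61 for Il1rl1 and -1.55 for Rab27a. Rnf185 itself did not differ between them. With the 2 libraries of each group and batch summed, in case libraries of one group and batch are not independent, 4 of the 5 genes passed, Npnt being the exception (adjusted p 0.105, in a range of 0.00944 to 0.227 over its alternatives). With the offset for GC content and gene length, 5 of the 5 passed. The 4 genes other than Npnt were named for lying farthest apart in this same comparison, so their calls alone decide little. Over 17 alternatives, both corrections included, their differences kept their direction. The ranges were 1.93 to 1.977 for Peg10, -1.655 to -1.55 for Il1rl1, -1.605 to -0.9329 for Rab27a and 1.552 to 2.314 for Gm10718. Over all genes, 1869 differed between the hairpins after summing, 1603 of them among the 2098, and 2650 with the offset, 2010 of them among the 2098. Most of the 2098 genes thus kept their call under each correction, which argues against either explanation for the genes that did. For Npnt, whose call was lost on summing, libraries that are not independent remain a possible explanation. For Gm10718 reads shared with its copies remain a technical explanation, since 52.4% of its windows occur elsewhere. Against control, Peg10 changed by -0.73 with shRNF185.1 and 1.23 with shRNF185.3, and Il1rl1 by 0.82 and -0.79, all 4 called. The hairpins moved these genes in opposite directions, though for Il1rl1 the fall with shRNF185.3 lost its call without batch 1 (-0.58, adjusted p 0.0779). Rab27a was called with shRNF185.3 alone (-1.92; -0.37 with shRNF185.1, adjusted p 0.0861). Effects of the hairpins on transcripts other than Rnf185 are a hypothesis for these 3 genes, which these data cannot separate from a difference between the transduced cell populations, as each hairpin was represented by its own cultures only.

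The collagen set differed between hairpins by 0.47 on the log2 scale, with 23 of the 29 genes higher with shRNF185.3. The score of all 6 shRNF185.3 libraries, at 0.69 or more, lay above all 6 shRNF185.1 libraries, at 0.48 or less. The GC and length offset gave a mean change of 0.29 with shRNF185.1 and 0.72 with shRNF185.3, so that correction did not remove the difference in means, and the difference itself was not retested with it. Since Rnf185 was lowered equally, the size of the collagen rise may depend on more than the amount of Rnf185 RNA.

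The effect of the hairpins differed between batches in 1404 genes (9.81% of those tested; 3577 at an unadjusted p under 0.05), of which 11 were interferon-stimulated genes. Of 60 random pairings of the 6 libraries within each group, the real one included, 3 gave as many genes. The other pairings gave a median of 0 and a highest count of 2561, so the real pairing is among the highest and chance pairing is not excluded. In a model without interaction 0 genes differed between batches, and 1 gene at an unadjusted p under 0.05. This cannot decide whether a batch effect common to the 3 groups lies behind the pattern, because the adjustment by the authors removes such differences in advance. An exchange of hairpin and control libraries would bring Rnf185 levels together, but the lowest control CPM was 4.94 times the highest hairpin CPM. Library depth did not account for the number of genes, as 1278 were called after thinning each library to the smallest total. Neither did GC content and gene length, with 1819 genes called under that offset. How many of these genes are among the 1404 was not counted, so single genes may still owe their call to either. Neither chance pairing nor batch effects reshaped by the adjustment can be excluded as a source of the pattern.

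The counts of genes in each comparison were set against other splits of the samples, made by exchanging labels within replicate numbers so that each split parts as many same-numbered libraries as the real one. For shRNF185.1 against control, 1 of 32 splits, the real one, gave as many genes, and the next gave 3124. That next split reversed the labels of numbers 3 and 4, which make up batch 2, and left batches 1 and 3 as they are. The other splits gave a median of 0. For shRNF185.3 against control, 1 of 32 splits gave as many, and the next gave 784. Between the hairpins, 1 of 32 splits gave as many, and the next gave 4. For the mean of both hairpins, 1 of 100 splits drawn from 729 gave as many, and the next gave 1517. For genes shared by both hairpins, 1 of 100 splits drawn from 46656 gave as many, and the next gave 1.

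A further 4 technical explanations for the 2306 shared genes were tested. With the offset for GC content and gene length 2735 genes were called, 2073 of them among the 2306. After thinning each library to the smallest total, to test library depth, 2224 were called, 2122 of them among the 2306. With the 2 libraries of each group and batch summed, to allow for libraries that are not independent, 1842 were called, 1640 of them (71.1%) among the 2306. With a batch covariate, to allow for batch differences removed within these same libraries, 1899 were called, all among the 2306. This covariate allows for the degrees of freedom spent on batch means, and an effect of the adjustment on the spread was not tested. An explanation was taken to apply at 1537 genes or fewer, which none of these 4 tests gave.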

How the results depend on the processing

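Of 493 values of single genes under the alternatives, 469 kept their direction and their side of the threshold, 14 became weaker, 4 became stronger and 6 reversed. All 6 reversals concern Rnf185 between the hairpins, which is near 0 throughout: 0.0037 with a mean CPM of at least 2, 0.0026 with the replicate block, 0.00066 with only the groups compared, 0.036 without batch 2, 0.044 without batch 3 and 0.0021 with the replicate block and the GC and length offset. Of 170 tested values of genes and sets that answer a comparison, 165 stayed the same by this measure, 2 became stronger and 3 reversed. Of 89 counts of genes, 75 stayed within a factor of 1.5, which does not say that the genes were the same, and 14 did not. Of 7 values of the hairpin correlation, 2 stayed within its SD and 5 did not. Rnf185 and Col3a1 kept their direction and their call against control in all 17 alternatives with both hairpins, from -2.68 to -2.44 and from -2.73 to -2.44 for Rnf185, and from 1.01 to 1.27 and from 1.47 to 1.73 for Col3a1.

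Leaving out batch 1 gave 2207 genes with shRNF185.1, 2120 with shRNF185.3, 2672 for the mean of both, 753 between the hairpins and 1090 shared. Of these, 2104, 2061, 2587, 704 and 1065 were also called with all batches. Leaving out batch 2 gave, in the same order, 5119, 3849, 5411, 1208 and 2634, of which 3197, 2913, 3720, 1003 and 1685 were also called with all batches. Leaving out batch 3 gave 2926, 2501, 3106, 1794 and 1327, of which 2554, 2187, 2692, 1488 and 1170 were. A minimum absolute log2 fold change of 1 gave 527, 561, 503, 182 and 327. The correlation of the hairpins was 0.753 with the same controls for both, 0.678 with a mean CPM of at least 2, 0.533 without batch 1, 0.514 without batch 3 and 0.525 as Spearman's rho. The unfolded protein response set reversed without batch 1 with shRNF185.1 (-0.0022) and without batch 3 with both hairpins (-0.047 and -0.040), and passed the threshold without batch 2 (0.199 and 0.201). The cause was not tested for any of these.

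With the replicate block the counts were 3811, 3578, 4304, 1976 and 2086, and with the block and the GC and length offset, chosen after seeing the data, 4233 with shRNF185.1 and 4559 with shRNF185.3. No scaling moved the median of all genes by over 0.1 on the log2 scale. Depth limits the low genes: at the smallest library 3 counts are 0.136 CPM, so the control levels of Slfn2 and Agt rest on 6 to 26 and 4 to 29 counts.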

Other observations

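All tests in this part were chosen only after the result was seen. The epithelial, mesenchymal and hypoxia gene lists were written after the data were seen, without the genes noticed at the top of the comparisons.

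Odd and even replicate numbers differed in 3153 genes in a model with a mean for each group and batch, 1473 higher and 1680 lower in even numbers. Nothing in the labels describes such a difference. Of 60 random swaps of the numbers within group and batch, the real one included, 1 gave as many genes, and the next gave 1. The odd-even differences of the 9 combinations of group and batch correlated with each other at a mean r of 0.354, with 34 of 36 pairs positive. Library depth did not explain the number of genes, with 2995 called after thinning, though their overlap with the 3153 was not counted. Genes tended to be lower in even numbers when long (Spearman rho -0.256 across genes) and higher when rich in GC (0.187), and 71.0% of 772 processed pseudogenes were higher in even numbers, against 49.0% of 12347 protein-coding genes. GC content and gene length were not the full explanation, because 3940 genes were called with that offset, 2591 of them also without it. Oxygen or density of the cultures was examined through 16 hypoxia genes, which did not rank together (p 0.34; 11 of 16 higher in even numbers). By the same test the 24 interferon-stimulated genes were lower in even numbers (mean log2 difference -0.34, p 4.25e-06) and the collagen genes higher (0.06, p 0.00669; 19 of 29 higher). These p-values also rest on the preset inter-gene correlation of 0.01 and may be too small. A difference in library preparation or in harvest between the cultures of a batch may be involved, and neither was tested. Zscan4c, chosen after its values were seen, had 7 to 37 counts in the 9 odd libraries and 0 to 5 in the 9 even ones, higher in odd in 9 of 9 combinations, but 78.6% of its windows occur in other genes.

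Col3a1 was higher in even numbers by 0.42 on the log2 scale (adjusted p 0.00427; 8 of 9 combinations). With group and batch means and the odd-even term in the model, the hairpin effects were 1.09 and 1.60, and the larger adjusted p was 3.91e-06. Every group has an odd and an even library in each batch, so the design itself keeps this difference out of the comparison of groups, and the test shows no more than that. In that model 5801 genes differed from control with shRNF185.1 and 5590 with shRNF185.3, above the 4141 and 3906 found without these terms. Its residual spread leaves out the differences between batches within a group. If the interferon-stimulated genes drove Col3a1, libraries with a higher score would have more Col3a1 within a group. The Pearson r was -0.0301 in control, 0.160 with shRNF185.1 and 0.0593 with shRNF185.3 (n = 6 each; exact permutation p 0.958, 0.749 and 0.907, and 0.958 for each after Benjamini-Hochberg adjustment over 7 relations). Spearman's rho was 0.314, 0.0857 and -0.0857 (exact permutation p 0.564, 0.919 and 0.919, and 1 for each after adjustment). Without the 2 libraries farthest from the median score r was -0.00549, 0.268 and -0.367. Each batch holds 2 libraries of a group, too few to recompute r within it. These values do not allow for the odd-even difference, which moves Col3a1 and the score in opposite directions. With the mean of each group and parity removed, r over the 18 libraries was 0.514 (permutation p within group and parity 0.0721, over all 46656 arrangements; 0.505 after adjustment). Spearman's rho was 0.531 (permutation p 0.0631, adjusted 0.442). Without the 2 libraries farthest from the median score r was 0.553, r was positive in all 6 combinations of group and parity, and within batches 1, 2 and 3 it was 0.884, 0.301 and 0.792 (n = 6 each). A positive relation is thus neither established nor excluded.

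The rise of the interferon-stimulated genes may be a response to hairpin RNA and not to Rnf185. The test would need a hairpin against another target, and 0 libraries of a further group were analysed here, so the 2 explanations cannot be told apart. The same limit applies to the other changes shared by both hairpins, that of Col3a1 included. The Rnf185 level, which is lower where the knockdown is larger, was compared with the score within each hairpin group. A positive r therefore means a higher score where more Rnf185 was left. The Pearson r was 0.429 with shRNF185.1 and -0.100 with shRNF185.3 (n = 6 each; exact permutation p 0.399 and 0.828, adjusted 0.958 for both), and Spearman's rho was 0.429 and 0.0286 (exact permutation p 0.419 and 1, adjusted 1 for both). Without the 2 libraries farthest from the median r was -0.448 and -0.128. Batches of 2 libraries were too small to recompute it. With the mean of each group and parity removed, r over the 12 hairpin libraries was -0.0771 (permutation p 0.875, adjusted 0.958) and rho 0.0490 (permutation p 0.905, adjusted 1). Without the 2 farthest libraries r was -0.0811, and within batches 1, 2 and 3 it was -0.901, -0.660 and -0.909 (n = 4 each). Rnf185 varied little among the hairpin libraries, from 5.19 to 6.80 CPM, so this test says little.

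Epithelial genes were lower and mesenchymal genes higher with both hairpins. Of 20 epithelial genes listed 10 were tested, and their mean log2 fold change was -0.50 with shRNF185.1 and -0.80 with shRNF185.3, with 7 of 10 lower and 6 called lower in both. Of 14 mesenchymal genes listed 12 were tested, and their mean was 0.30 and 0.43, with 5 and 9 called higher. The largest adjusted p of the 4 tests was 0.00262. The mesenchymal score of all 6 libraries of each hairpin exceeded every control, and the epithelial score was below every control in 4 libraries with shRNF185.1 and 6 with shRNF185.3. The means kept their directions under library size alone (-0.47, -0.78, 0.32 and 0.45) and with the GC and length offset (-0.53, -0.86, 0.28 and 0.38). Without batch 2 the epithelial mean with shRNF185.1 was weaker, at -0.26 (cameraPR adjusted p 0.0391). In batches 1, 2 and 3 the epithelial score differed from control by -0.40, -0.89 and -0.15 with shRNF185.1 and by -0.69, -1.07 and -0.40 with shRNF185.3. The mesenchymal score differed by 0.34, 0.22 and 0.33 with shRNF185.1 and by 0.44, 0.41 and 0.43 with shRNF185.3. This is consistent with a shift from epithelial to mesenchymal expression, as a hypothesis, since the cells' composition was not tested and the lists were chosen after Perp and other genes had been seen to fall.

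The batch means of the adjusted counts were nearly equal. In a model of group and batch without interaction, 1 of 14309 genes differed between batches at an unadjusted p under 0.05, where 715 would be expected by chance. This is consistent with batch differences removed within these same libraries, which also lowers the spread that the tests see and may make p-values too small. With a batch covariate, which spends the degrees of freedom that the adjustment used, 3559 genes differed with shRNF185.1 and 3260 with shRNF185.3.

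Values that are not whole were examined in the tested genes, where there were 76 in 62 genes. ComBat-Seq can leave values in the upper tail unadjusted, in which case they would often be the highest of their group. They were the highest of the 6 in 19.7% of cases, close to the 16.7% that chance gives. This share pools small and large values, and an upper tail would hold large ones, so it cannot decide the explanation. Of the 30 such values of at least 10 counts, 50% were the highest, a split made after the first result was seen. That share is above chance and goes with the explanation for these larger values, which remains open.

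Rnf5, a paralog of Rnf185, was examined for an effect of the hairpins on the paralog Rnf5. It was at 29.6 ± 3.63 CPM in control, 27.0 ± 2.22 with shRNF185.1 and 25.3 ± 1.95 with shRNF185.3. Its log2 fold change was -0.13 (adjusted p 0.224) and -0.22 (adjusted p 0.0418), so a fall was called with shRNF185.3 alone, and the hairpins did not differ by a direct test (-0.09, adjusted p 0.551). The measure set asked for a fall called with each hairpin, which the larger adjusted p of 0.224 does not meet. For the mean of both hairpins the change was -0.18 (adjusted p 0.0506), so a small joint fall is not excluded.

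A pair of low genes far from the rest, chosen after their values were seen, show counts that switch between 0 and detectable. Hist1h2ai had 0 counts in all 6 control libraries and up to 80 and 61 with the hairpins, with 1 library of each hairpin also at 0, and 89.3% of its windows occur in 19 other genes. ENSMUSG00000096789 had 6 to 21 counts in control, 0 to 29 with shRNF185.1, with 1 library at 0, and 0 in all 6 libraries with shRNF185.3. For Hist1h2ai the split of reads among these copies remains a technical explanation, and for the other gene none was tested.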
